A study of Mus musculus with 6 samples.

How the data were processed

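RNA abundance was compared between 3 libraries of untreated cells and 3 of cells given TGFB1, all of the mouse ovarian surface epithelial line m1102. Per the labels' protocols, libraries were prepared from 250 ng of total RNA by poly(A) selection and a strand-marking kit. The submitters' processing notes name kallisto 0.44.0, sleuth 0.30.0 and the genome build GRCm38, without saying what each was used for. The transcript annotation, whether strand was used, and how transcripts were summed to genes are not given in the sources used here.

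The deposited table holds 35688 gene rows and 1 column per library. Its values are a TPM-scale signal that the authors deposited: abundances corrected for transcript length and depth. They are not plain TPM, because the column totals differ, from 983434 to 1026702, and are higher in the untreated libraries than in the treated ones. The median ratio of each library to the geometric mean of all libraries stayed between 0.9905 and 1.013, so the values had been put on a common scale; the step that did this is not given in the sources used here. Throughout, TPM stands for these deposited values. They hold no read counts, so the depth of each library is unknown and no counting interval is given. A low abundance is measured less precisely than a high one, by an amount that cannot be computed from this table.

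Groups and replicate numbers came from the sample labels, and table columns were tied to samples by the group and replicate number in their names. The column names also carry a prefix, Mono, that is not in the sample titles and whose meaning is not given in the sources used here. No column of per-sample values was left unused. Genes with a mean of at least 1 TPM over the 6 libraries were kept, which left 12257, and 12948 rows were at 0 in every library. Values were transformed as log2(TPM + 1) and fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend). The p-values are two-sided and were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. All adjusted p-values of genes below are from this fit. Fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. The pseudocount, the filter, the test, the gene lists and the rule for named genes were fixed before the data were examined.

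The labels give separate samples but do not say that they came from separately treated cultures. The p-values measure the spread between these samples, which may be technical.

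The 42 gene lists, written from textbook knowledge, cover the TGFB1 response, matrix, adhesion, survival, metabolism, prostaglandins and markers of other ovarian cell types. Lists with at least 5 tested members, 38 in all, were tested with limma's camera with a preset inter-gene correlation of 0.01, two-sided, adjusted over the lists. Camera compares a list with all other genes. Camera with an estimated correlation and fry, which tests whether the members move one way on balance, were run beside it. Where a symbol had several rows, the row with the highest mean stood for it. Members are also counted with p-values adjusted over the list alone.

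Named genes are of 4 kinds. The first are the 10 largest rises and the 10 largest falls among called genes whose groups did not overlap, skipping unnamed models (1 among the rises, 2 among the falls). The others are the prostaglandin list, up to 4 called members of each other list with the largest change, and a fixed set of 23 markers, which runs from Cdh1 to Tgfb1.

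Coordinates are those of GENCODE release M21 on GRCm38. The deposited table shared 35022 gene IDs with it and 666 had none there, so the annotation behind the table was not exactly this release. In 286 tested rows, of 196 symbols, the 6 values equalled those of another row, as happens when a gene and its copy on a patch sequence share reads. Both rows were kept, and a fit with repeats removed is an added alternative. For each named gene the share of its transcripts' 31-mers that occur in another M21 gene was computed with Python 3.11.15, and named genes with a share of 26.7% or more are given with it, their values being uncertain. The shares of Ptges3 and Cgn, not marked, are 20.6% and 21.6%. Because strand use is not stated, overlapping and antisense genes may share reads.

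The steps were tested on simulated data for the same 12257 genes, with the observed means and spread and 200 genes changed. At a 2-fold change 95.5% of the changed genes were called, at 1.5-fold 76.1% and at 4-fold 100%; false calls made up 6.7% of all calls. A simulated list raised by 0.5 log2 was called and 0 of 40 unchanged lists were. That result does not give the rate of false list calls in the real data. There, splits of the libraries other than the real one gave 3 to 12 lists past camera, with 0 genes called. Those splits mix treated and untreated libraries.

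The labels give both groups the replicate numbers 1 to 3. The deviations from the group means of same-numbered libraries correlated at 0.198, 0.153 and -0.0384 over the tested genes, so the numbers were not taken to pair the libraries.

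Alternatives to the pseudocount, filter, scaling, variance model, the replicate number as a block and each library left out were run. A test per transcript was planned for a table of transcripts; the table holds genes, so it was not run. Length and GC content of transcripts, available for 98.4% of the tested genes, were used for the tests of technical explanations. Some genes that were tested and are part of the counts are not reported here by themselves.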

Results

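Poly(A)-selected RNA was sequenced from m1102, a line of mouse ovarian surface epithelial cells, the cell layer that covers the ovary and is breached at each ovulation. The 6 libraries fell into 2 groups of 3, untreated cells and cells given 10 ng/mL TGFB1 for 4 days. TGFB1 is a cytokine known for inducing matrix production and epithelial-mesenchymal transition. The series title concerns COX2, the cyclooxygenase encoded by Ptgs2, and cell survival in the repair of the ovulatory wound. The comparison asks which transcripts differed after TGFB1 exposure. Abundances are on the TPM scale as deposited, and the read depth of the libraries is unknown. Between 17758 and 19288 genes had a value above 0 in a library.

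After TGFB1, 9 of 16 collagen genes and 11 of 17 genes of collagen processing and crosslinking rose. Ptgs2 rose from 112 ± 6.73 to 534 ± 213 TPM (mean ± SD, n = 3 per group here and throughout). The cytochrome P450 gene Cyp2s1 fell from 128 ± 17.8 to 12.2 ± 8.50 TPM, and 8 of 19 ovarian surface epithelium and mesothelium markers and 26 of 32 listed nuclear genes of oxidative phosphorylation fell. Of 12257 genes tested, 1937 were higher and 1788 lower with TGFB1 (limma, adjusted p under 0.05), and 635 of them changed at least 2-fold, 342 up and 293 down. The groups did not overlap for 3724 of the 3725 called genes and for 49.8% of all tested genes, where chance gives 10%.

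The treated libraries were not alike. TGFB1 replicate 1 lay further from the untreated libraries than replicates 2 and 3 did. On the first principal component, which held 70.7% of the variance, it scored 46.6, against 20.2 and 18.1 for replicates 2 and 3, and the untreated libraries lay between -29.9 and -27.1. Without it, 2024 genes were higher, 1926 lower and 493 changed at least 2-fold. With control replicate 1 left out 1181 genes were higher and 1130 lower, with control replicate 2 left out 1346 and 1125, and with control replicate 3 left out 1113 and 917. After rescaling without mitochondrial and the 20 most abundant genes, 2376 were higher and 1411 lower, which is 62.7% higher against 52% as deposited. Median-of-ratios scaling gave 1752 higher and 1949 lower (47.3% higher) and quantile normalization 1793 and 1803 (49.9%), so which direction held more calls depended on the scaling. With a pseudocount of 5, 340 genes changed at least 2-fold.

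**Figure D1:**
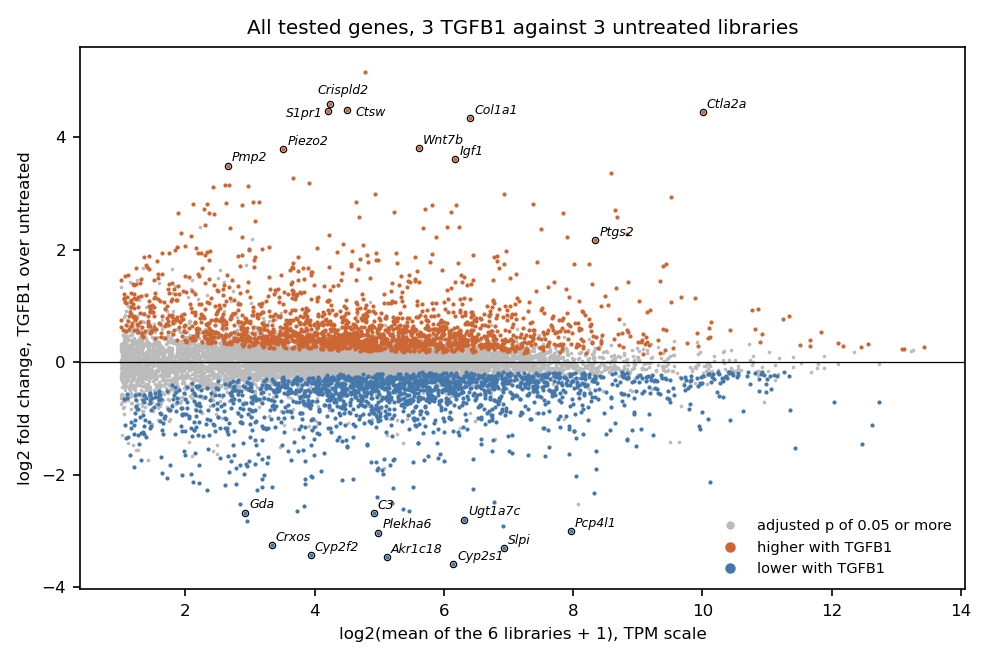
Log2 fold change of every tested gene (TGFB1 over untreated, y axis) against the log2 of its mean TPM over the 6 libraries plus 1 (x axis); coloured points have a limma adjusted p under 0.05. Ringed points are Ptgs2 and genes with the largest changes by the fixed rule, from a log2 fold change of 4.58 for Crispld2 to -3.60 for Cyp2s1, and the unlabelled highest point is a skipped unnamed model.

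The largest rise among named genes was that of Crispld2, a secreted protein gene, from 0.30 ± 0.076 to 35.4 ± 26.1 TPM (log2 fold change 4.58, SE 0.429, adjusted p = 0.000911). Col1a1, the alpha-1 chain of type I collagen, rose from 6.74 ± 0.517 to 161 ± 49.8 TPM (4.35, SE 0.198, adjusted p = 0.00011). Ctla2a, a cysteine protease inhibitor gene, rose from 86.4 ± 12.3 to 1966 ± 715 TPM (log2 fold change 4.44). Other large rises were Ctsw (4.49), the sphingosine-1-phosphate receptor gene S1pr1 (4.47), the WNT ligand gene Wnt7b (3.81), the mechanosensitive channel gene Piezo2 (3.80), the growth factor gene Igf1 (3.61) and Pmp2 (3.50). Of the transcript sequence of Ctla2a and Pmp2, 37.3% and 88.1% of 31-mers also occur in another gene, so their values are uncertain. Ctsw was 3.90 without TGFB1 replicate 1, a fold change smaller by over 1.5 times. In that fit Crispld2 was at 4.03, below S1pr1 (4.22), Ctla2a (4.16) and Col1a1 (4.11).

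The largest falls were those of Cyp2s1, a cytochrome P450 gene, from 128 ± 17.8 to 12.2 ± 8.50 TPM (log2 fold change -3.60, SE 0.595, adjusted p = 0.00602), and Akr1c18, which encodes 20-alpha-hydroxysteroid dehydrogenase, an enzyme that inactivates progesterone, from 62.4 ± 14.9 to 4.87 ± 1.83 TPM (-3.46, SE 0.269, adjusted p = 0.000494). Slpi, a secreted protease inhibitor gene, was at -3.31 and the complement gene C3 at -2.69. The rest were Cyp2f2 (-3.43), Crxos (-3.25), Plekha6 (-3.03), Pcp4l1 (-3.01), Ugt1a7c (-2.80) and the guanine deaminase gene Gda (-2.68). Crxos and Ugt1a7c share 26.7% and 55.7% of their 31-mers with other genes. Without TGFB1 replicate 1 the folds of Cyp2s1, Slpi and Pcp4l1 were over 1.5 times smaller, at -2.84, -2.68 and -2.25, and all 3 were still called. In that fit Akr1c18 (-3.18), Crxos (-3.08) and Cyp2f2 (-2.96) fell more than Cyp2s1.

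Ptgs2 lies on chromosome 1 at 150100031 to 150108227 on the plus strand (GRCm38, GENCODE M21), and none of its 31-mers is shared. Its abundance was 109, 109 and 120 TPM in the untreated libraries and 779, 426 and 396 TPM in the treated ones, a mean 4.75 times as high (log2 fold change 2.17, SE 0.242, adjusted p = 0.00161). With each library left out, the log2 fold change ran from 1.86, without TGFB1 replicate 1, to 2.35, and the highest adjusted p was 0.0116. Pla2g4a, the cytosolic phospholipase A2 that releases arachidonic acid, rose from 219 ± 20.9 to 326 ± 7.97 TPM (log2 fold change 0.58, adjusted p = 0.00304). Abcc4, a transporter that exports prostaglandins, rose from 6.67 ± 0.525 to 22.5 ± 2.71 TPM (1.61, adjusted p = 0.000305). Ptgr2, a prostaglandin reductase gene, fell from 71.8 ± 2.91 to 54.6 ± 4.14 TPM (-0.39, adjusted p = 0.00958).

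Ptgs1, which encodes COX1, was called lower, at 141 ± 5.30 and 112 ± 12.6 TPM (log2 fold change -0.34, adjusted p = 0.0278). That call was lost without any one of the 3 controls, TGFB1 replicate 2 or TGFB1 replicate 3 (adjusted p up to 0.0868), and with no filter (0.0595). The other tested members of the prostaglandin list did not pass. Their log2 fold changes were 0.01 for Ptges3, -0.24 for Ptges2, -0.19 for Ptgr1, -0.75 for Ptgds, -0.11 for Cbr1, -0.09 for Fam213b, -0.16 for Ptger1, -0.20 for Slco2a1 and 0.09 for Pla2g6. Ptges2 was called lower without TGFB1 replicate 1 (-0.33) and with a replicate block, and Ptgr1 with median-of-ratios scaling (-0.21). The remaining 16 of the 30 members, including the inducible synthase gene Ptges (1.01 and 0.718 TPM) and Ptger4 (0.620 and 1.07 TPM), were under the abundance filter. Of the 14 tested members 3 rose and 2 fell, and adjusted over the list alone 3 rose and 3 fell; 1 fell without any one of the controls, TGFB1 replicate 2 or TGFB1 replicate 3, and 3 without TGFB1 replicate 1. The list as a set did not pass camera (adjusted p = 0.837), although fry called it (adjusted p = 0.0398), and its median (-0.13) and mean (0.14) differed in sign. With median-of-ratios scaling 3 rose and 3 fell, adjusted over all genes.

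**Figure D2:**
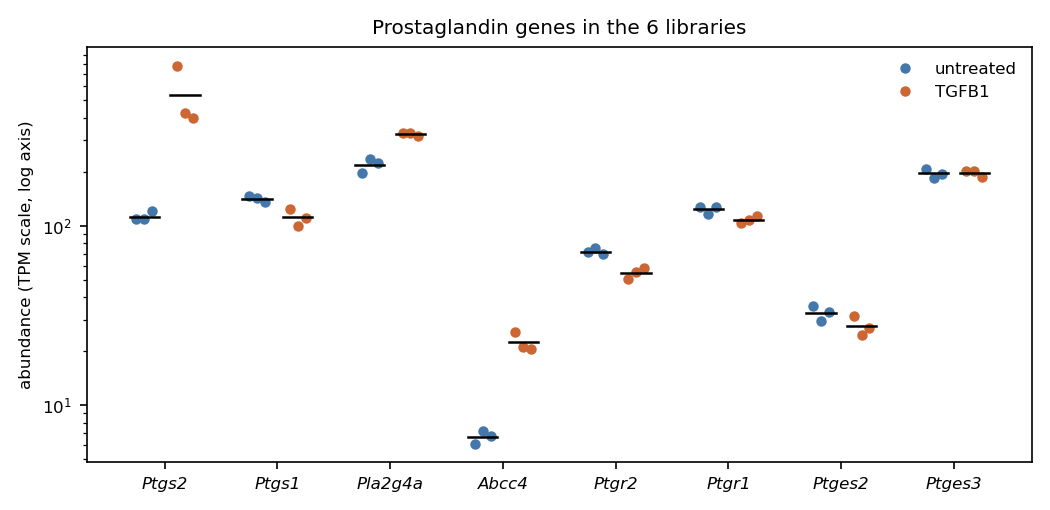
Abundance (TPM scale, log axis) of 8 tested genes of the prostaglandin list in the 3 untreated and 3 TGFB1 libraries; each point is a library and each bar a group mean. The treated Ptgs2 values lie between 396 and 779, all above the untreated ones, while the group means of Ptges3 are 196 and 197.

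Many matrix genes rose, though with an estimated correlation no matrix list was called as a set. Of 16 collagen genes tested 9 rose and 1 fell. Besides Col1a1 the basement membrane gene Col4a3 rose from 2.14 ± 0.272 to 11.7 ± 1.73 TPM and Col5a1 from 7.13 ± 0.572 to 31.7 ± 10.8 TPM, while Col6a1 fell from 21.5 ± 4.55 to 3.14 ± 2.30 TPM. Of 17 genes for collagen processing and crosslinking 11 rose and 1 fell. Lox, the lysyl oxidase that crosslinks collagen and elastin, rose from 163 ± 17.9 to 1296 ± 413 TPM and the procollagen protease gene Bmp1 from 45.5 ± 4.02 to 127 ± 15.8 TPM, and Pcolce fell from 759 ± 11.9 to 401 ± 12.5 TPM. The prolyl hydroxylase gene P3h1 rose (log2 fold change 1.05). Of 22 matrix glycoprotein and proteoglycan genes 14 rose, among them Thbs1 (log2 fold change 1.74), the elastic fibre gene Fbln5 (1.72) and the fibronectin gene Fn1 (0.76, adjusted p = 0.00159), and 6 fell. The basement membrane gene Nid2 fell (log2 fold change -2.61, and -1.83 without TGFB1 replicate 1), a call lost without any one control and with no filter (adjusted p up to 0.0660). The Nid2 call held without TGFB1 replicate 1 (adjusted p = 0.000108). Mfap5 rose (log2 fold change 1.49). When adjusted over the list alone, 10 collagens rose and 2 fell, 11 processing genes rose and 1 fell, and 14 glycoproteins rose and 6 fell.

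Camera with the preset correlation called the collagens (adjusted p = 0.00138), the crosslinking list (adjusted p = 0.00138) and the glycoproteins (adjusted p = 0.0155). With an estimated correlation none of the 3 was called (adjusted p = 0.412 for each). The glycoprotein call was also lost with a filter of 5 TPM (adjusted p = 0.0905) and after rescaling without mitochondrial and abundant genes (adjusted p = 0.115). Without TGFB1 replicate 1 the counts up and down were 10 and 2, 11 and 1, and 13 and 6, and the log2 fold change of Col6a1 went from -2.65 to -2.02. Only 2 glycoprotein genes were called lower without control replicate 2 or 3. After rescaling, when 17 collagens were tested, 2 fell.

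Of 18 tested matrix proteases and inhibitors 8 rose and 3 fell, and adjusted over the list alone 9 rose and 5 fell. Adamts4 rose from 1.05 ± 0.150 to 14.5 ± 6.17 TPM and the gelatinase gene Mmp2 from 2.15 ± 0.313 to 11.7 ± 2.66 TPM. Adam19 rose (log2 fold change 1.95). Among 9 integrin genes 5 rose and 2 fell, the same adjusted over the list alone, with Itgb5 going from 136 ± 13.3 to 335 ± 34.5 TPM and Itga5 from 46.2 ± 3.11 to 104 ± 28.9 TPM. Itgb3 rose (log2 fold change 1.26), a call lost without any one control and with no filter (adjusted p up to 0.0801). Itgb8 fell (log2 fold change -1.13), a call lost without any one control, with a pseudocount of 0.1 and with no filter (adjusted p up to 0.101). Neither list passed camera (adjusted p = 0.0975 and 0.22), although the protease list did, upwards, without TGFB1 replicate 1 (adjusted p = 0.0354), when 10 members rose and 4 fell. No integrin gene was called lower without control replicate 2 or 3 and 1 without control replicate 1 or TGFB1 replicate 2 or 3, and 1 protease gene was without control replicate 3. Under quantile normalization and after rescaling 1 integrin gene was lower.

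Of 28 contractile and adhesion genes 15 rose and 3 fell, and adjusted over the list alone 16 rose and 5 fell. Tagln, a smooth muscle actin-binding protein gene, rose from 1264 ± 191 to 2467 ± 536 TPM and Cald1 from 1207 ± 88.1 to 2297 ± 47.1 TPM. The zyxin gene Zyx rose (log2 fold change 1.18), a call lost without control replicate 2 (adjusted p = 0.0531). Cnn1, given with the mesenchymal markers below, is also in this list and in that of smooth muscle markers. Acta2, the smooth muscle actin gene, was at 1503 ± 212 and 1867 ± 233 TPM and did not pass (log2 fold change 0.31, adjusted p = 0.0998), except under quantile normalization (0.45, adjusted p = 0.0304). The list passed camera with the preset correlation (adjusted p = 0.0173) but not with an estimated one (adjusted p = 0.491). When TGFB1 replicate 1 was left out, 16 rose and 3 fell, and with any one control left out 1 fell. Under quantile normalization 18 rose and 1 fell, and after rescaling 16 and 1.

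Of 17 YAP and SRF target genes 5 rose, led by the connective tissue growth factor gene Ctgf (log2 fold change 2.70), and 2 fell, including the zinc finger gene Egr1 (-1.50). Ankrd1 (log2 fold change 1.18) and Ajuba (0.68) rose too. Adjusted over the list alone 6 rose and 3 fell, and the set did not pass camera (adjusted p = 0.618). Only 3 rose without control replicate 1, control replicate 2 or TGFB1 replicate 2, and 5 rose and 3 fell without TGFB1 replicate 1 or with median-of-ratios scaling.

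Of 15 mesenchymal markers tested 10 rose and 1 fell, and adjusted over the list alone 11 rose and 2 fell. The cadherin gene Cdh11 rose from 35.1 ± 0.693 to 138 ± 44.3 TPM, Ncam1 from 49.1 ± 3.46 to 176 ± 39.1 TPM and N-cadherin, Cdh2, from 48.0 ± 2.02 to 63.0 ± 4.24 TPM, while Thy1, a fibroblast surface glycoprotein gene, fell (log2 fold change -1.66). The calponin gene Cnn1 rose (log2 fold change 1.56), a call lost without control replicate 1 or 2 and with no filter (adjusted p up to 0.0642). Vim was abundant in both groups, at 1057 ± 50.1 and 1019 ± 146 TPM, and did not pass (adjusted p = 0.681), except downwards without TGFB1 replicate 1 (-0.18, adjusted p = 0.0437). The set was called by camera with the preset correlation (adjusted p = 0.00361) but not with an estimated one (adjusted p = 0.42). With TGFB1 replicate 1 or 2 left out 10 members rose and 2 fell.

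Among 11 epithelial markers tested 3 rose and 4 fell, the lower ones including the keratin genes Krt7 (337 ± 39.5 to 149 ± 31.8 TPM) and Krt18 (200 ± 8.56 to 112 ± 11.3 TPM) and the tight junction gene Ocln (10.4 ± 1.76 to 4.01 ± 1.22 TPM). The cingulin gene Cgn fell (log2 fold change -0.81), a call lost without control replicate 1 or 2 and with no filter (adjusted p up to 0.0698). The counts were the same without TGFB1 replicate 1. Adjusted over the list alone 4 rose and 4 fell, and the set did not pass (adjusted p = 0.912). Its median was 0.17 and its mean -0.17. After rescaling the median was -0.03, but 12 members then passed the filter, so the 2 medians are not of the same genes. The E-cadherin gene Cdh1 was near 0 in both groups (0.0560 and 0.0601 TPM), as was Krt8 (0.193 and 0.312 TPM), whose values are uncertain because 32.3% of its 31-mers are shared with other genes. Krt19 was also under the filter, at 1.65 ± 0.334 and 0.246 ± 0.213 TPM.

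Of 19 tested markers of ovarian surface epithelium and mesothelium 8 fell and 1 rose, and adjusted over the list alone 10 fell and 1 rose. The lower ones included C3 and Gpm6a (140 ± 9.52 to 32.9 ± 17.9 TPM), and the one that rose was Cd200 (39.9 ± 3.22 to 291 ± 79.9 TPM). Igfbp6 fell (log2 fold change -1.64), a call lost without any one control and with no filter (adjusted p up to 0.0985). Wt1, a transcription factor gene of this epithelium, was at 181 ± 11.6 and 144 ± 35.1 TPM and did not pass (adjusted p = 0.175). Camera called the set with the preset correlation (adjusted p = 0.00138) but not with an estimated one (adjusted p = 0.505). In the fit without TGFB1 replicate 1, 10 members fell and 1 rose, and with control replicate 2 left out 5 fell.

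Among 11 transcription factor genes of epithelial-mesenchymal transition 3 rose and 2 fell, the same adjusted over the list alone. Snai1 rose from 1.19 ± 0.233 to 6.38 ± 3.31 TPM, Hmga2 from 11.3 ± 0.843 to 43.2 ± 18.2 TPM and Sox4 from 200 ± 29.4 to 323 ± 5.80 TPM, while Snai3 fell from 2.48 ± 0.530 to 0.719 ± 0.325 TPM. Snai2 (log2 fold change 0.10), Zeb1 (0.21) and Zeb2 (-0.09) did not pass. Twist1 was called lower (-0.42, adjusted p = 0.031), a call lost without any one of the controls or without TGFB1 replicate 3 (adjusted p up to 0.0988), and after rescaling without mitochondrial and abundant genes or with no filter. Without any one of these 4 libraries, or after rescaling, 1 member of the list fell, and without TGFB1 replicate 1 the counts were 3 and 2. The set did not pass (adjusted p = 0.391).

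Of 22 feedback and direct target genes of TGFB signalling 10 rose and 2 fell. Ctgf, the connective tissue growth factor gene, rose from 93.9 ± 15.2 to 708 ± 497 TPM, Pmepa1 from 116 ± 5.72 to 400 ± 114 TPM and Thbs1 from 315 ± 16.5 to 1078 ± 294 TPM. The inhibitory SMAD gene Smad7 was at 34.9 ± 4.18 and 42.7 ± 4.52 TPM and did not pass (adjusted p = 0.0949), except with a replicate block (adjusted p = 0.0243). Id1, a BMP target, was called lower (550 ± 23.6 and 337 ± 108 TPM, adjusted p = 0.0487), a call lost without any one of the controls (adjusted p up to 0.129), under quantile normalization, after rescaling, without the variance trend and with no filter. Adjusted over the list alone 11 rose and 4 fell. The counts were 9 and 4 without TGFB1 replicate 1, and 1, 0 and 0 members fell without control replicates 1, 2 and 3. Under quantile normalization and after rescaling 1 fell. The set did not pass camera (adjusted p = 0.0666), but it did, upwards, with a filter of 5 TPM (adjusted p = 0.0416), with no filter, with median-of-ratios scaling and without TGFB1 replicate 3.

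Among 25 TGFB and BMP ligand and receptor genes 9 rose, including Gdf6 (log2 fold change 2.79) and the latent TGFB binding protein gene Ltbp1 (2.61 ± 0.545 to 12.3 ± 3.45 TPM), and 2 fell, including the co-receptor gene Tgfbr3 (51.2 ± 4.03 to 9.66 ± 4.47 TPM). Gdf15 rose (2.65 ± 0.323 to 6.30 ± 0.578 TPM). Tgfb1 itself was at 37.4 ± 2.00 and 40.2 ± 0.704 TPM and did not pass (adjusted p = 0.268). The counts adjusted over the list alone were 10 and 3. The set was called by camera with the preset correlation (adjusted p = 0.047) but not with an estimated correlation (adjusted p = 0.412). The call was also lost with a pseudocount of 5, a filter of 5 TPM, quantile normalization, rescaling, a replicate block, and without control replicate 1 or 3 or TGFB1 replicate 2 or 3 (adjusted p up to 0.109). Without TGFB1 replicate 1, 8 members rose and 3 fell, and without control replicate 2 or 3, 1 fell.

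Few proliferation genes passed the test. Of 28 S phase genes 4 rose, among them the cyclin E genes Ccne1 (10.4 ± 1.52 to 18.2 ± 2.40 TPM) and Ccne2 (14.2 ± 1.49 to 23.1 ± 3.15 TPM), and 2 fell; of 28 G2 and M phase genes 1 rose and 1 fell. The ribonucleotide reductase gene Rrm2 rose (log2 fold change 0.83), a call lost without control replicate 2 or 3 and with no filter (adjusted p up to 0.0676). Ung fell (log2 fold change -0.42), a call lost without control replicate 1 or 3, without TGFB1 replicate 1, 2 or 3 and with no filter (adjusted p up to 0.104). Cenpe rose (log2 fold change 0.37), a call lost without control replicate 2 or 3, without TGFB1 replicate 2 and with no filter (adjusted p up to 0.0762). The cyclin B gene Ccnb2 fell (log2 fold change -0.41), a call lost without control replicate 1 or 3, without TGFB1 replicate 3, with no filter, after rescaling, without the variance trend and with a replicate block (adjusted p up to 0.116). Adjusted over the list alone 4 S phase genes rose and 2 fell, and 0 G2 and M phase genes passed. The proliferation marker Mki67 was at 31.2 ± 4.76 and 33.4 ± 1.86 TPM (adjusted p = 0.524). Neither set passed camera (adjusted p = 0.115 and 0.97), though the S phase set passed upwards without control replicate 1 (adjusted p = 0.0209) and the G2 and M phase set downwards without control replicate 2 (adjusted p = 0.0229). With control replicate 2 left out 2 S phase genes rose and 3 fell, 0 fell without control replicate 3 and 1 without any other single library, and between 0 and 2 G2 and M phase genes passed each way with each of the 6 libraries left out. After rescaling 0 G2 and M phase genes were lower.

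Of 13 cell cycle inhibitor and senescence genes 5 rose and 1 fell, and adjusted over the list alone 5 rose and 3 fell. Cdkn1a, which encodes the CDK inhibitor p21, rose from 88.6 ± 13.1 to 183 ± 41.9 TPM and the retinoblastoma gene Rb1 from 5.74 ± 0.977 to 20.6 ± 4.87 TPM. Gadd45a rose (log2 fold change 0.78), a call lost without control replicate 1 or 3 and with no filter (adjusted p up to 0.0749). The lamin gene Lmnb1 rose (log2 fold change 0.69). The set did not pass (adjusted p = 0.384). With TGFB1 replicate 1 left out 5 rose and 2 fell, with control replicate 3 left out 3 rose, and with any one control or TGFB1 replicate 3 left out, or after rescaling, 0 fell. With median-of-ratios scaling and quantile normalization 2 fell.

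Of 21 p53 target genes 11 rose, including the kinase gene Plk2 (42.0 ± 4.50 to 176 ± 111 TPM), and 1, the death receptor gene Fas, fell (17.6 ± 0.473 to 10.3 ± 2.01 TPM). The counts adjusted over the list alone were 11 and 3. Camera called the set with the preset correlation (adjusted p = 0.0409) but not with an estimated one (adjusted p = 0.412), nor with a filter of 5 TPM, after rescaling, or without control replicate 2 or TGFB1 replicate 2 (adjusted p up to 0.0849). When TGFB1 replicate 1 was left out, 11 rose and 2 fell, and with control replicates 1, 2 and 3 and TGFB1 replicate 2 left out in turn, 7, 6, 5 and 7 rose. Under quantile normalization 2 fell.

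Survival genes passed in both directions. Of 23 apoptosis promoting genes 5 rose and 5 fell, with the apoptosome gene Apaf1 (log2 fold change 0.75) and Casp8 (36.5 ± 1.52 to 52.8 ± 2.20 TPM) higher and the TNF receptor gene Tnfrsf1a (239 ± 2.76 to 130 ± 26.8 TPM) lower. Of 25 apoptosis inhibiting genes 5 rose and 2 fell, with the kinase gene Pim1 higher (40.6 ± 3.45 to 85.9 ± 3.59 TPM) and Pim3 (52.8 ± 4.22 to 31.1 ± 4.22 TPM) and the BCL2 family gene Mcl1 (134 ± 1.31 to 104 ± 4.49 TPM) lower. The heat shock protein gene Hspb1 rose (log2 fold change 0.42), a call lost without control replicate 1 or 3, without TGFB1 replicate 2 or 3 and with no filter (adjusted p up to 0.0956), and 52.3% of its 31-mers are shared, so its values are uncertain. Bcl2 was at 7.42 ± 0.355 and 8.12 ± 0.899 TPM and did not pass (adjusted p = 0.443). The counts were the same adjusted over the list alone, and neither set passed camera (adjusted p = 0.973 and 0.793). Only 1 inhibiting gene rose without control replicate 1 or 3 or TGFB1 replicate 2, 2 without TGFB1 replicate 3 and 3 without control replicate 2. The promoting genes that fell numbered 2 without control replicate 1 or 3 or TGFB1 replicate 2, and 3 without control replicate 2 or TGFB1 replicate 3, and 3 rose without control replicate 3. After rescaling 5 promoting genes rose and 3 fell. In the fit without TGFB1 replicate 1, 6 promoting genes rose and 5 fell, and 5 inhibiting genes rose and 2 fell.

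Of 32 nuclear-encoded oxidative phosphorylation genes 26 fell and 0 rose, and the count was the same adjusted over the list alone. The complex I gene Ndufa5 fell by 0.67 on the log2 scale, and Ndufb5 went from 345 ± 12.5 to 231 ± 9.25 TPM and Atp5a1, whose values are repeated in the table under another identifier, from 363 ± 5.14 to 248 ± 7.17 TPM. The complex III gene Uqcrb fell (log2 fold change -0.58), and 32.4% of its 31-mers are shared, so its values are uncertain. The median log2 fold change was -0.36. The set was called by camera with the preset correlation (adjusted p = 5.89e-13) but not with an estimated one (adjusted p = 0.412). With TGFB1 replicate 1 left out 29 fell, and with control replicate 3 left out 17.

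Of 34 ribosomal protein genes 11 fell and 0 rose, with Rpl13 going from 1922 ± 83.3 to 1474 ± 89.8 TPM, and adjusted over the list alone 12 fell. Under quantile normalization 4 fell, and the list median went from -0.16 to -0.06. Of the 31-mers of Rpl13, 26.8% also occur in another gene, so its values are uncertain. Rpl5 fell (log2 fold change -0.65), and 26.9% of its 31-mers are shared, so its values are uncertain. Rps16 fell (log2 fold change -0.29), and 38.0% of its 31-mers are shared, so its values are uncertain. Camera called the set with the preset correlation (adjusted p = 9.6e-06), but not with an estimated one (adjusted p = 0.533) or under quantile normalization (adjusted p = 0.0605). The count of lower genes was 24 without TGFB1 replicate 1, and 6, 5, 4 and 5 without control replicates 1 and 3 and TGFB1 replicates 2 and 3.

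Lipid synthesis genes were lower in part. Of 23 cholesterol synthesis genes 8 fell and 0 rose, and of 19 fatty acid synthesis genes 7 fell and 0 rose, the same adjusted over each list alone. The desaturase gene Scd1 fell from 359 ± 18.9 to 157 ± 34.2 TPM (adjusted p = 0.00274). Acss2 fell (log2 fold change -0.47), a call lost without control replicate 2 or 3 (adjusted p up to 0.0575). Fads2 fell (log2 fold change -0.37), a call lost without any one control and with no filter (adjusted p up to 0.0758). Gpam fell (log2 fold change -0.36), a call lost without control replicate 2 or 3 and without TGFB1 replicate 2 or 3 (adjusted p up to 0.0546). The 4 cholesterol genes with the largest changes, Insig1, Mvd, Hmgcs1 and Msmo1, were at log2 fold changes of -0.94 to -0.53, and each call was lost without at least 4 of the 6 libraries in turn. Camera with the preset correlation called both sets (adjusted p = 0.0093 and 0.0452), and with an estimated one neither (adjusted p = 0.661 and 0.42). The fatty acid call was also lost with a filter of 5 TPM, under quantile normalization, after rescaling, with a replicate block, and without either of control replicates 1 and 2 or of TGFB1 replicates 1 and 2 (adjusted p up to 0.0849). Called cholesterol genes numbered 3, 2 and 4 without control replicates 1, 2 and 3, 1 without TGFB1 replicate 2 or 3 and 9 without TGFB1 replicate 1, and 4 fell after rescaling. Fatty acid genes numbered 4, 2 and 2 without control replicates 1, 2 and 3, and without TGFB1 replicate 1, 7 fell and 1 rose. Under quantile normalization 6 fell and 1 rose, and after rescaling 6 and 2.

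Of 26 glycolysis and hypoxia genes 4 rose and 6 fell, and adjusted over the list alone 6 rose and 8 fell. After rescaling the balance turned, with 6 higher and 4 lower. The hexokinase gene Hk1 rose from 4.06 ± 0.368 to 13.6 ± 2.13 TPM while Hk2 fell from 43.6 ± 1.05 to 27.2 ± 2.33 TPM. Ndrg1 fell (88.7 ± 1.26 to 44.3 ± 7.50 TPM). Ddit4 rose (log2 fold change 0.80). The set did not pass (adjusted p = 0.183), except downwards without control replicate 2 (adjusted p = 0.0482), and without TGFB1 replicate 1, 3 rose and 6 fell.

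Of 28 endoplasmic reticulum stress genes 15 rose and 4 fell, and adjusted over the list alone 15 rose and 5 fell. The chaperone genes Hyou1 (123 ± 3.38 to 244 ± 31.6 TPM) and Creld2 (65.3 ± 2.92 to 114 ± 6.86 TPM) rose. Ddit3, the CHOP transcription factor gene, fell from 126 ± 19.6 to 62.8 ± 3.38 TPM, as did its target Chac1, from 42.9 ± 9.96 to 22.9 ± 3.91 TPM. With the preset correlation camera called the set (adjusted p = 0.0155) but not with an estimated one (adjusted p = 0.533). When TGFB1 replicate 1 was left out, 15 rose and 6 fell.

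Of 23 NRF2 and oxidative stress genes 13 fell and 5 rose, and adjusted over the list alone 14 fell and 5 rose. The heme oxygenase gene Hmox1 fell from 641 ± 77.9 to 347 ± 54.2 TPM and the glutathione transferase gene Gstm1, which shares 28.8% of its 31-mers, from 19.8 ± 1.35 to 9.58 ± 2.59 TPM. Mgst1 fell (log2 fold change -1.39), a call lost without any one control (adjusted p up to 0.0587). Gsta4 fell (log2 fold change -0.83), a call lost without any one control, without TGFB1 replicate 2, with no filter, under quantile normalization, after rescaling and without the variance trend (adjusted p up to 0.139). With the preset correlation camera called the set (adjusted p = 0.0155) but not with an estimated one (adjusted p = 0.42). In the fit without TGFB1 replicate 1, 13 fell and 5 rose. With control replicates 1, 2 and 3 left out in turn 6, 8 and 4 fell and 2, 2 and 4 rose, and with TGFB1 replicate 2 left out 8 fell and 2 rose.

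Of 17 NF-kB target, cytokine and chemokine genes 9 fell and 1 rose, and adjusted over the list alone 9 fell and 3 rose. The adhesion molecule gene Vcam1 fell from 258 ± 20.5 to 114 ± 10.9 TPM and the chemokine gene Ccl7 from 9.03 ± 0.563 to 3.75 ± 0.147 TPM. The serum amyloid gene Saa3 fell (13.5 ± 2.46 to 3.14 ± 2.39 TPM), a call lost without any one control and with no filter (adjusted p up to 0.0684). Tnfaip3 rose (log2 fold change 1.53), a call lost without any one control, with a pseudocount of 5, with no filter, under quantile normalization and without the variance trend (adjusted p up to 0.108). The set was called by camera with the preset correlation (adjusted p = 0.0409) but not with an estimated one (adjusted p = 0.412), under quantile normalization (0.0519), with a replicate block (0.0668) or without TGFB1 replicate 1 (0.0728), when 9 fell and 3 rose. Without any one control, or under quantile normalization, 0 rose, and without TGFB1 replicate 3, 2 rose.

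Of 22 interferon response genes 7 fell and 2 rose, the same adjusted over the list alone. The guanylate-binding protein gene Gbp2 fell from 58.9 ± 6.21 to 13.7 ± 8.06 TPM (log2 fold change -2.25, and -1.63 without TGFB1 replicate 1), a call lost without control replicate 1 or 2 (adjusted p up to 0.0544). The transcription factor gene Irf1 fell (log2 fold change -1.24), a call lost without control replicate 1 (adjusted p = 0.0520). Gbp3 fell (log2 fold change -1.22), a call lost without any one control and with no filter (adjusted p up to 0.0846). Usp18, a negative regulator of interferon signalling, rose from 0.60 ± 0.20 to 1.89 ± 0.190 TPM. The set did not pass (adjusted p = 0.141), except downwards without TGFB1 replicate 3 (adjusted p = 0.0425). Only 2, 3 and 3 members fell without control replicates 1, 2 and 3, and 6 fell and 4 rose without TGFB1 replicate 1.

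Of 23 WNT pathway genes 9 rose and 1 fell, and adjusted over the list alone 12 rose and 3 fell. Besides Wnt7b, the ligand gene Wnt5a rose from 6.11 ± 0.650 to 43.3 ± 15.7 TPM, Wnt11 from 1.04 ± 0.192 to 9.91 ± 3.26 TPM and the WNT modulator gene Dkk2 from 2.10 ± 0.446 to 10.5 ± 0.790 TPM. With the preset correlation camera called the set (adjusted p = 0.0306) but not with an estimated one (adjusted p = 0.412), nor with no filter, a filter of 5 TPM, a replicate block, after rescaling or without TGFB1 replicate 2 (adjusted p up to 0.126). With TGFB1 replicate 1 left out 11 rose and 3 fell, with TGFB1 replicate 3 left out 2 fell, with median-of-ratios scaling 3 fell, and with control replicate 1 or 2 left out 0 fell. Of 9 Notch pathway genes 4 rose and 0 fell, the same adjusted over the list alone and without TGFB1 replicate 1, with the receptor gene Notch2 going from 16.3 ± 1.55 to 26.7 ± 1.83 TPM. The ligand gene Jag1 rose (log2 fold change 1.90), a call lost without control replicate 1 (adjusted p = 0.0510). Lfng rose (log2 fold change 0.65). Hes1 rose (log2 fold change 0.55), a call lost without control replicate 2 or 3, without TGFB1 replicate 2 and with no filter (adjusted p up to 0.103). The Notch set did not pass (adjusted p = 0.176), except upwards with no filter (adjusted p = 0.0316).

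Of 22 immediate early genes 7 rose and 6 fell, with the nuclear receptor gene Nr4a2 higher (6.95 ± 3.10 to 21.9 ± 7.37 TPM) and Egr1 (32.7 ± 14.1 to 10.4 ± 2.19 TPM) and Klf2 (51.0 ± 2.19 to 20.3 ± 4.63 TPM) lower. Myc rose (log2 fold change 1.24), a call lost without any one control, without TGFB1 replicate 2, with a pseudocount of 5, with no filter, with median-of-ratios scaling, under quantile normalization and without the variance trend (adjusted p up to 0.134). With median-of-ratios scaling and under quantile normalization 4 immediate early genes rose and 6 fell, which turns the balance. Of 29 growth factor ligand and receptor genes 9 rose, led by Igf1 (log2 fold change 3.61), and 7 fell, including Igfbp4 (-1.34). Pdgfa rose (log2 fold change 1.42), a call lost without any one control and with no filter (adjusted p up to 0.0658). Hbegf rose (log2 fold change 1.42), a call lost without any one control and with no filter (adjusted p up to 0.0676). Adjusted over each list alone, 7 rose and 8 fell, and 9 rose and 9 fell, and neither set passed camera (adjusted p = 0.635 and 0.912). The median (-0.05) and mean (0.19) of the growth factor list differed in sign. With any one control left out 3 immediate early genes rose, and with TGFB1 replicate 2 left out 4. With control replicates 1, 2 and 3 left out in turn 4, 6 and 4 growth factor genes rose and 4, 3 and 3 fell, and with TGFB1 replicate 3 left out 4 fell. When TGFB1 replicate 1 was left out, 7 and 9 genes of these lists rose and 8 and 8 fell.

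Of 13 stem and progenitor markers 4 rose and 3 fell, with the integrin gene Itgb1 going from 472 ± 29.0 to 988 ± 96.9 TPM, and adjusted over the list alone 5 rose and 4 fell. Cd44, a hyaluronan receptor gene, was called higher (2.12 ± 0.669 and 14.2 ± 12.2 TPM, adjusted p = 0.0245), but not without any one of the controls (adjusted p up to 0.0826) or with no filter. Its log2 fold change was 2.02, and 1.40 without TGFB1 replicate 1. Myc, given with the immediate early genes, is also in this list. Ly6a, which encodes the stem cell antigen SCA1, was at 1.72 ± 0.771 and 0.435 ± 0.413 TPM and did not pass (adjusted p = 0.0598), except downwards under quantile normalization and with a replicate block (adjusted p = 0.0156), and 31.9% of its 31-mers are shared with other genes. The set did not pass camera (adjusted p = 0.793; median -0.04, mean 0.03). Under quantile normalization 3 rose and 4 fell and the median was 0.05, and after rescaling the median was 0.01. With any one control left out 1 marker rose, with TGFB1 replicate 2 left out 2, and with TGFB1 replicate 1 left out 5 rose and 3 fell.

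Markers of other cell types were mostly under the abundance filter. Of 14 endothelial markers 4 were tested and 0 passed, with 1, Robo4, called higher without TGFB1 replicate 1 (adjusted p = 0.00535) and with a replicate block (adjusted p = 0.0333). Of 16 immune cell markers 3 were tested, and Cd68, a lysosomal protein gene of macrophages, fell from 22.7 ± 4.09 to 8.79 ± 1.42 TPM, joined by a second marker without TGFB1 replicate 1. Of 12 oviduct epithelium markers 3 were tested and Krt7 fell, and of 12 oocyte markers 1 was tested, Ddx4, which was called lower (19.2 ± 7.76 and 7.61 ± 1.36 TPM, adjusted p = 0.0333) but not with no filter or with any one library other than control replicate 2 left out (adjusted p up to 0.107).

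Among 6 granulosa cell markers tested 2 rose and 2 fell, with the anti-Müllerian hormone receptor gene Amhr2 going from 22.9 ± 4.65 to 3.75 ± 2.69 TPM, a log2 fold change of -2.55, and of -1.91 without TGFB1 replicate 1. Of 10 sex steroid receptor and steroidogenesis genes 2 rose, with the cortisone reductase gene Hsd11b1 going from 5.90 ± 1.95 to 17.3 ± 3.00 TPM, and 1 fell. The cholesterol transporter gene Star fell (log2 fold change -1.15), a call lost without any one control and with no filter (adjusted p up to 0.0895). The inhibin gene Inha fell (log2 fold change -0.75), a call lost without control replicate 2 or 3 (adjusted p up to 0.0560). Foxl2 rose (log2 fold change 0.28), a call lost without control replicate 1 or 3 and without TGFB1 replicate 2 or 3 (adjusted p up to 0.0834). Nr5a1, in both lists, rose (log2 fold change 0.25), a call lost without control replicate 1 or 3 and without TGFB1 replicate 2 or 3 (adjusted p up to 0.0676). Adjusted over each list alone 3 granulosa markers rose and 2 fell, and 2 steroid genes rose and 1 fell, and neither set passed camera (adjusted p = 0.975 and 0.537). The granulosa median (0.04) and mean (-0.38) differed in sign. With control replicate 1 or 3 or TGFB1 replicate 2 or 3 left out 0 granulosa markers and 1 steroid gene rose, with control replicate 2 or 3 left out 1 granulosa marker fell, and with any one control left out 0 steroid genes fell. After rescaling 3 steroid genes rose. Both pairs of counts were as with all libraries when TGFB1 replicate 1 was left out.

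Among 8 ovarian stroma and fibroblast markers 2 rose and 3 fell, with the matrix proteoglycan gene Dcn going from 1362 ± 112 to 616 ± 28.0 TPM, and adjusted over the list alone 3 rose and 3 fell. The matrix Gla protein gene Mgp fell (log2 fold change -2.48, and -1.80 without TGFB1 replicate 1), a call lost without control replicate 2 or 3 (adjusted p up to 0.0588). The stroma set did not pass camera (adjusted p = 0.912). Of 5 smooth muscle and pericyte markers 2 rose and 0 fell, and adjusted over the list alone 4 rose, with Mcam going from 22.3 ± 2.83 to 127 ± 47.7 TPM. Camera called this set with the preset correlation (adjusted p = 0.0306) but not with an estimated one (adjusted p = 0.412) or after rescaling (adjusted p = 0.0502). In the fit without TGFB1 replicate 1, 3 markers of each list rose, with control replicate 2 or 3 left out 1 stroma marker fell, and with control replicate 1 or 2 left out 1 smooth muscle marker rose. Under quantile normalization 3 smooth muscle markers rose.

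Of the 38 lists tested, 17 passed camera with the preset correlation, 10 upwards and 7 downwards, and 0 with the correlation estimated, while fry, which does not compare a list with other genes, called 25 at an adjusted p under 0.05. After rescaling without mitochondrial and the 20 most abundant genes, 11 passed camera. Among the 17, fry did not call cholesterol synthesis (adjusted p = 0.208). Among lists that camera did not call, fry called prostaglandins, transcription factors of epithelial-mesenchymal transition, integrins, matrix proteases and TGFB targets. It also called cell cycle inhibitors, the Notch pathway, growth factors and sex steroid genes (adjusted p up to 0.0398 for these lists).

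**Figure D3:**
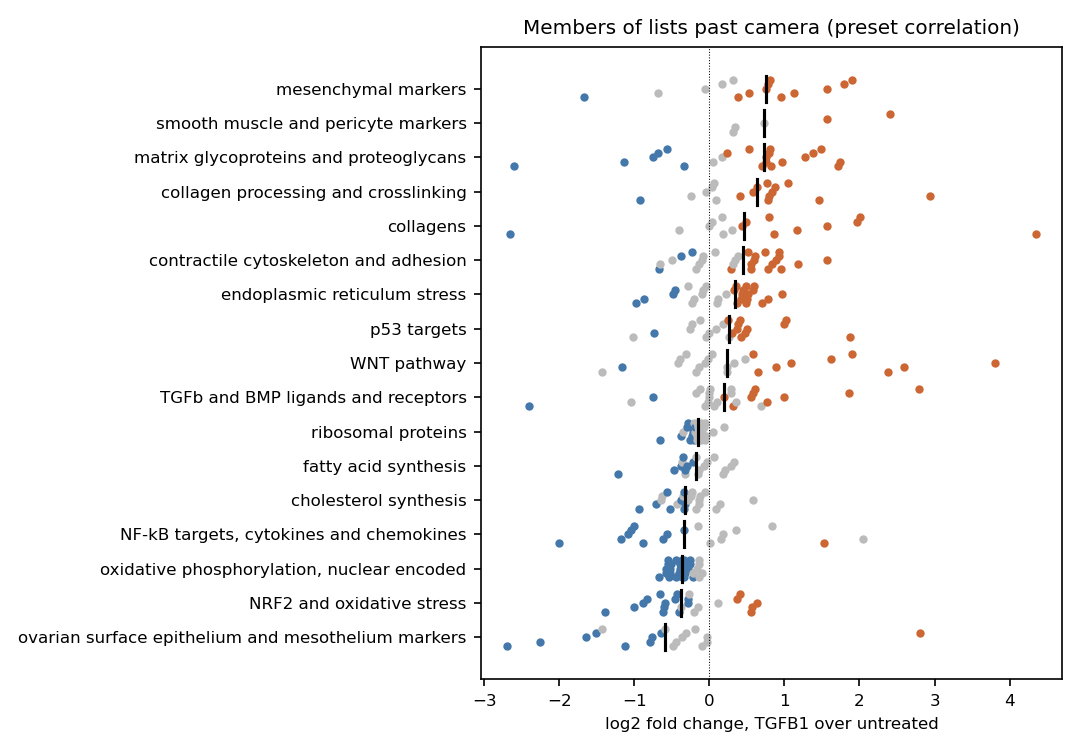
Log2 fold changes (TGFB1 over untreated, x axis) of the tested members of the 17 lists that passed camera with the preset correlation; orange and blue points are members called higher and lower, grey points are not called, and black bars are list medians, which run from -0.58 for ovarian surface epithelium and mesothelium markers to 0.76 for mesenchymal markers. None of the 17 lists passed with an estimated correlation.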

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

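The fit with rows of identical values kept once, and the list counts without TGFB1 replicate 1, were chosen after the data were seen. Of the genes the naming rule takes and the lists, none that was called turned its direction under any alternative run; other genes were not followed one by one. Ptgs2 stayed called in all of them, with log2 fold changes from 1.86 to 2.35 and adjusted p-values from 2.71e-05 to 0.0116. Genes changed at least 2-fold numbered 340 with a pseudocount of 5, which shrinks the fold of low genes by construction. Lists past the set test numbered 11 after rescaling without mitochondrial and the 20 most abundant genes and 0 with an estimated correlation. A higher correlation cannot explain that loss for every list. The estimates for the collagens (-0.00576), NF-kB targets (-0.0473), TGFB and BMP ligands (0.00335) and smooth muscle markers (-0.108) lay under the preset 0.01. Each still went to an adjusted p of 0.412. Other called lists had higher estimates, up to 0.681 for cholesterol synthesis. The cause was not tested, so the 0 cannot decide on any single list. With each library left out in turn, genes higher with TGFB1 ranged from 1113 (without control replicate 3) to 2024 (without TGFB1 replicate 1) and genes lower from 917 to 1926 for the same libraries, and without control replicate 1 they were 1181 and 1130 and without control replicate 2, 1346 and 1125; those fits have fewer samples. With a replicate block, 1906 genes were higher and 1924 lower, 648 changed at least 2-fold, 13 lists passed, and Ptgs2 was at 2.17 (adjusted p = 0.00513). The block ended the calls of 4 lists, and among 176 other named genes it ended 2 calls and added 4. With no filter 31 named genes were no longer called, and without control replicates 1, 2 and 3, 32, 32 and 34. Without TGFB1 replicate 1, 4 calls of named genes were lost and 3 gained. Every named gene whose call was lost without any one of the 3 controls stayed called in that fit. Their adjusted p-values there ran from 0.000108 (Nid2) to 0.0192 (Twist1). Under the other scalings the median log2 fold change of all genes lay between -0.0061 and 0.062, against 0.015 as deposited. Depth is unknown, so how far it limits the values of low genes cannot be computed.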

Other observations

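The gene groups and single genes of the next 2 paragraphs, the tests of mixing and of depth for TGFB1 replicate 1, and the second test of mixing were chosen only after the results were seen. Among genes of xenobiotic and carbonyl metabolism, the epoxide hydrolase gene Ephx1 went from 488 ± 42.7 to 168 ± 53.3 TPM (mean ± SD, n = 3 per group) and the alcohol dehydrogenase gene Adh7 fell by 1.01 on the log2 scale. Among complement and acute phase genes, haptoglobin, Hp, went from 10.2 ± 1.71 to 1.59 ± 0.917 TPM and the complement regulator gene Cd55 from 140 ± 10.5 to 72.5 ± 8.67 TPM. Both groups were chosen after the results were seen and hold genes of the largest falls, so no test of them as sets is given.

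Of 13 mitochondrially encoded mRNAs 8 rose and 0 fell (camera with the preset correlation, adjusted p = 0.000159 over 4 added lists, and adjusted p = 0.306 with an estimated correlation). The count was 4 without control replicate 1, 3 without control replicate 2 or TGFB1 replicate 2 or 3, and 11 without TGFB1 replicate 1. Between 62.8% and 100% of the 31-mers of mt-Co1, mt-Co2, mt-Co3, mt-Atp6, mt-Nd3, mt-Nd4 and mt-Nd4l also occur in another gene, so their values are uncertain, and mt-Co3, mt-Atp6, mt-Nd4 and mt-Nd4l are among the 8. The respiratory complex I gene mt-Nd5, at 16.8%, rose by a log2 fold change of 0.36. Some single genes with large changes lay outside every list. Fth1, the ferritin heavy chain gene, fell from 8612 ± 453 to 4027 ± 750 TPM. Has2, a hyaluronan synthase gene, rose from 0.256 ± 0.0624 to 10.5 ± 4.00 TPM, and the class II antigen gene H2-Aa from 0.249 ± 0.169 to 7.49 ± 2.83 TPM.

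TGFB1 replicate 1 lay further from the untreated libraries than the other 2 treated libraries. If untreated cells or RNA had been mixed into replicates 2 and 3, the share implied by risen and by fallen genes would be the same. The median shares were 0.301 and 0.21, a difference of 0.0906 (95% bootstrap interval 0.0412 to 0.146). The difference lay under the bound of 0.1, on the side of mixing, but its interval crossed that bound, so the test did not decide. A second test, added after that, found 29.9% (22.2 to 38.5) of 117 abundant responding genes more than 0.4 log2 away from the best single share of 0.246, which argues against 1 share for all genes as the whole cause. Replicate spread alone puts fewer past that limit: TGFB1 replicates 2 and 3 were further apart for 1.71% of these genes, and 2 untreated libraries for at most 14.5%. Replicate 1 had the fewest genes above 0 (17758, against 18564 and 19288 in replicates 2 and 3), which goes with lower depth. As the whole cause, lower depth is argued against. Among 3476 genes of at least 50 TPM, the extra deviation of replicate 1 followed the response of the other 2. The slope was 0.327 (0.267 to 0.38). Over all genes the slope was 0.251 (0.227 to 0.279) after the length and GC trend was removed, against 0.248 before. The removal hardly moved the slope, and how far it moved single genes is not known. It therefore cannot decide on a length or GC bias, which stays open. A stronger response of those cells to TGFB1 stays open, as it was not tested.

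Nuclear-encoded oxidative phosphorylation transcripts fell while mitochondrially encoded ones did not. After the trend on transcript length and GC content was removed, the list median was -0.33 (-0.41 to -0.29), against -0.36 before, which argues against that trend as the whole cause. After rescaling without mitochondrial and the most abundant genes it was -0.31 (-0.37 to -0.26), which argues against dilution by mitochondrial RNA. A response of these genes to TGFB1 is a hypothesis found and tested on the same data, and with the estimated correlation the list was not called.

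Olfr1033, annotated as an olfactory receptor gene, had the rank 10 of all genes by mean abundance, at 8079 ± 1156 TPM untreated and 3329 ± 1758 TPM with TGFB1 (adjusted p = 0.049). The call was lost without any one control (adjusted p up to 0.138), and the log2 fold change was -1.46, and -0.89 without TGFB1 replicate 1. A repeat shared with other transcripts could give such a value. Of the genes that share a 31-mer with it, 1 followed its profile over the libraries and 97 did not, against 31 that did and 12127 that did not among the others (odds ratio 4.03, 95% interval 0.098 to 24.7, exact p = 0.227, one-sided Fisher), too few to decide.

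The lysosomal genes Psap, Ctsb and Cd68 fell, with log2 fold changes of -1.52, -0.56 and -1.27, and the call of Ctsb was lost without control replicate 3 (adjusted p = 0.0522). A general fall of lysosomal transcripts may include them. In a list of other lysosomal genes, 5 of 37 rose and 8 fell (4 without control replicate 2 or 3, 14 with median-of-ratios scaling). After rescaling 7 rose and 7 fell, and under quantile normalization 6 rose and 7 fell. Camera did not call the list (adjusted p = 0.106, median interval -0.22 to 0.06), which leaves a general fall open.

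The 6 libraries can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05. Only 1 split, the real one, gave as many called genes (3725, against a highest of 0 in the others), as many genes changed at least 2-fold (635, against 0) and as many lists past the set test (17, against 12).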
